A study of Mus musculus with 24 samples.

How the data were processed

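The samples were β cells purified from young adult mice whose mothers had eaten different diets. Per the labels, CD1 females about 7 weeks old received a control diet (ND), a high-fat diet (HFD) or a low-protein diet (LPD) for 2 weeks and were then mated to males carrying Ins1Apple, an allele that marks β cells with the Apple fluorescent protein. All mice ate the control diet from birth. Islets were collected at about 7 weeks of age and dispersed, and cells positive for Apple were sorted by flow cytometry. RNA was depleted of ribosomal RNA, and strand-specific libraries were sequenced on an Illumina NovaSeq instrument. The labels give 2 different minimum RNA integrity numbers, 9.4 and 8.1, and name no sequencing batch, litter or dam.

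The authors deposited a table of counts per gene with no normalisation. The authors also deposited a table of FPKM, that is, counts divided by gene length and by the total of the count table. This formula was recomputed from the counts, and the deposited FPKM matched it within 0.0005. Per the labels, the tools behind the tables were cutadapt 2.10, STAR 2.7.8a, HOMER and DESeq2, with no role stated for each and no version for the last pair, and the genome build was GRCm38.p6. The counting tool, the annotation release and the strand setting are not given in the sources used here. The tables held 33619 genes, and 28 symbols occurred more than once, so that genes were tracked by identifier. Each column was matched to a sample by its name, which gives diet, sex and replicate number. A line above the column names gives library numbers, and by the sample descriptions these place all 24 columns in another diet and 8 in the other sex. By column name, all 24 libraries had the Xist and Y-linked counts of their sex. The 8 columns that the numbers place in the other sex lack its counts, which argues against the numbers for these columns. For the remaining columns both lines give the same sex, so sex does not settle their diet. The match by library number was therefore run as an alternative. It only renames the diets of the same groups, so its counts cannot show which labels are right.

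The 24 libraries formed 6 groups of 4, and the group means were fitted together in edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Genes passing filterByExpr (19235) were scaled by TMM and tested with the quasi-likelihood F test, with a common dispersion of 0.158 and 7.71 prior degrees of freedom. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05. The 11 comparisons were HFD against ND, LPD against ND and HFD against LPD over both sexes, the effect of each diet in each sex, its difference between the sexes, and males against females over all diets and under ND. P-values rest on the spread between these samples, pooled over all 6 groups. They do not cover litters, since the labels do not say which animals shared one. For a group that spread more than the others, p-values from the pooled spread can be too small, and for groups that spread less, too large. Gene levels are given as CPM after TMM scaling, as the mean and SD of 4 libraries. Values of single libraries and summed marker levels are CPM of the library's own total. Fold changes are on the log2 scale with their standard error (SE). Where every library of a group had 0 counts, the fold is a lower bound from a floor of 3 counts over the group's summed libraries. Intervals and floors cover counting error only. For HFD females, whose libraries had few genes at low counts, the floor does not cover genes lost from the libraries. Within a library, 3 counts corresponded to 0.114 to 0.241 CPM, and the widest 95% Wilson interval of the share of counts from Ins1 and Ins2 spanned 0.045 percentage points.

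Before the data were examined, 37 gene lists were fixed, covering β-cell identity and secretion, stress responses, metabolism, chromatin, sex-linked genes and markers of other cell types. The 36 lists with at least 4 tested members were tested with camera (limma) at a preset correlation of 0.01, again with an estimated correlation, and with fry. The red blood cell list had 3 tested members and was not run. The summed CPM of 10 marker lists was compared between diets by exact 2-sided permutation within sex, after adding 0.1 CPM, giving 30 tests adjusted together. The smallest p these permutations can give is 0.000408. The comparisons, thresholds, most alternatives and the rule for naming genes were also set before the data were examined. That rule took called genes of at least 1 CPM that moved the same way in both sexes (under all diets for the sex comparisons), 12 per direction by fold change for the main comparisons and 5 for the others. It added up to 4 members with the smallest p from each list called by camera and from the lists on β-cell transcription factors, insulin production, glucose sensing and ER stress. It further took Ins1, Ins2, Pdx1, Mafa, Nkx6-1, Slc2a2, Ucn3, Myt1, St18, Aldh1a3 and Atf4 throughout, and Xist and 4 Y-linked genes for sex. Some genes that the rule took are not reported here. Of the others, the text gives mainly genes that stayed called when each library was left out in turn, and predicted genes and small RNAs as counts only. Genes named outside the rule were chosen after their values were seen, and the text says so.

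Alternatives were other scalings (RLE, upper quartile), DESeq2 1.42.0 and voom in place of edgeR, limma-trend on log2 FPKM plus 1 or 0.1, other gene filters and thresholds, surrogate variables (sva 3.50.0), an additive model, a replicate block, the acinar level as a covariate, fits on the compared groups alone, and each library left out. Alternatives chosen after seeing the data left out HFD female 1 and 4, left out LPD female 1, 2 and 3 with LPD male 4, weighted libraries by quality in voom, assigned diets by library number, and thinned all libraries to the smallest total. Calls were also recomputed on 100 regroupings of the samples, or on all 35 for comparisons within a sex. Residual profiles of libraries with the same replicate number had a mean correlation of -0.00319 over 60 pairs from different groups (-0.0816 to 0.114). This gave no sign that the numbers pair the samples. Pairs of sons and daughters within a diet were not examined apart, so pairing there is not excluded. The fits were tested on simulated data with the same library sizes, in which every group had the same spread. For HFD against ND over both sexes, 42% of genes changed by a log2 of 1 and 75% of those changed by 2 were recovered, with 5 false calls. For LPD against ND these shares were 52% and 67%, with 13 false calls. In the data the spread was not equal. The squared difference between 2 libraries of a group had a median of 26.0 to 97.8 times counting error in HFD females. In the other groups it was 2.11 to 18.0 times. The simulations therefore do not give the error rates of the real fits.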

Results

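How maternal diet affects the β cells of adult offspring was examined in purified β cells from 7-week-old mice. Mothers had eaten a control diet (ND), a high-fat diet (HFD) or a low-protein diet (LPD) before mating, and sons and daughters were studied separately, with 4 libraries for each diet and sex and 24 in all. The libraries held 12433228 to 26375565 counts, with a median of 20719858. Diet assignments follow the column names of the tables. If the library numbers given above those names were right instead, all 24 libraries would belong to another diet. By these numbers the 8 columns named ND would also belong to the other sex. Their Xist and Y-linked counts argue against the numbers there, while the column names match sex in all 24 libraries.

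All libraries were rich in insulin transcripts. Ins1 and Ins2, the mouse insulin genes, together took 7.65% (ND female 2) to 27.5% (HFD male 2) of all counts. Few genes were detected in the HFD female libraries: 13813, 19404, 17130 and 13225 genes had at least 1 count in HFD female 1 to 4, against 19160 to 25830 in the other 20 and a median of 23412 over all 24. Genes at 1 to 9 counts made up 4.4% to 8.18% of the detected genes in these 4 libraries and 13.2% to 31.9% in the other 20. HFD female 4, 1 and 3 also lay farthest from the rest in a principal component analysis, whose leading components held 34.7% and 17% of the variance. These 4 libraries move with every comparison of HFD below, and with the fits as a whole, since all groups share a dispersion.

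**Figure D1:**
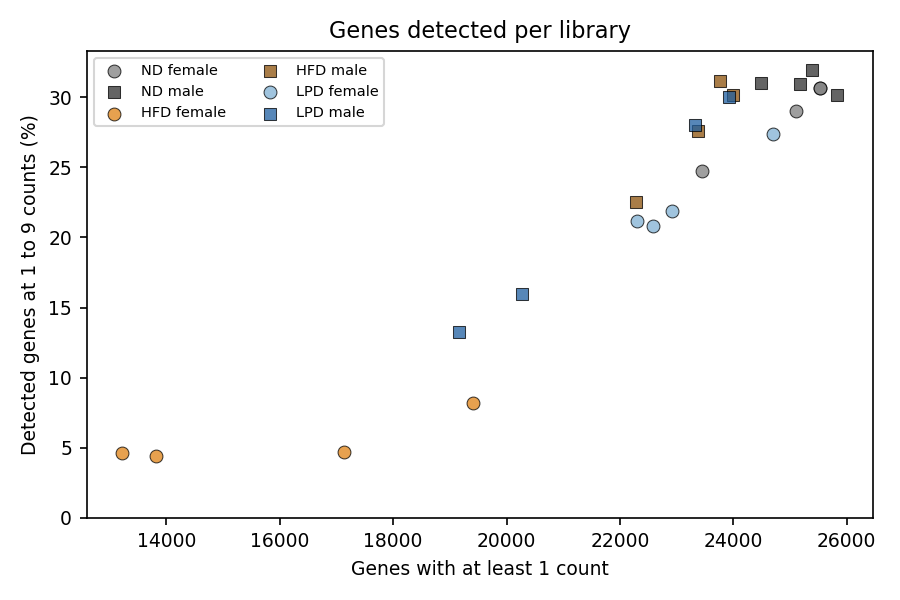
Number of genes with at least 1 count (x axis) and the percentage of those genes at 1 to 9 counts (y axis) for each of the 24 libraries, coloured by group. The 4 HFD female libraries have 13225 to 19404 genes and at most 8.18% of them at 1 to 9 counts.

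The comparison of 8 HFD with 8 ND libraries asked what a maternal high-fat diet changed over both sexes. Genes of the liver stood out among those that rose. Alb, which encodes the plasma protein albumin (ENSMUSG00000029368.10, chromosome 5, 90460897 to 90476602, GRCm38), averaged 83.5 ± 30.7 CPM (SD, n = 4) in HFD females and 47.1 ± 11.7 CPM in HFD males. In ND females and males it averaged 0.148 ± 0.103 and 0.177 ± 0.168 CPM, a log2 fold change of 8.48 ± 0.37 (SE, edgeR adjusted p = 2.88e-14, higher in 8 of 8 HFD libraries). Cps1, a urea cycle enzyme, Mug1, a plasma protease inhibitor, and the cytochrome P450 genes Cyp3a11 and Cyp2e1 had 0 counts in all ND libraries and were at least 635-fold, 587-fold, 370-fold and 247-fold higher in HFD (edgeR adjusted p = 5.88e-08 to 4.56e-06, higher in 8 of 8). Serpina3k, Fga, Serpina1b and Fgb, which encode other plasma proteins, rose as well. Of 52 hepatocyte markers, a list written after these genes were seen, 10 reached 1 CPM in ND β cells.

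**Figure D2:**
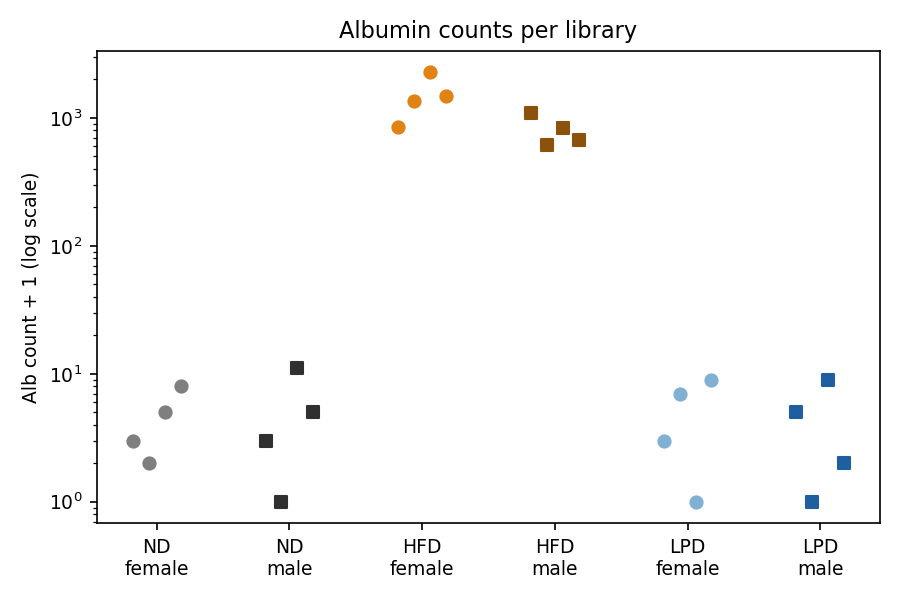
Alb counts plus 1 on a log scale for each library, by diet and sex. All 8 HFD libraries hold 611 to 2276 counts and the other 16 hold 0 to 10.

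Several genes of low to moderate expression fell under HFD. Kcnh5, a voltage-gated potassium channel (ENSMUSG00000034402.3, chromosome 12, 74897220 to 75177332), went from 13.4 ± 4.55 and 32.7 ± 2.7 CPM in ND females and males to 0 counts and 3.65 ± 1.41 CPM in HFD (edgeR adjusted p = 4.01e-05, lower in 8 of 8). Lefty1, an inhibitor of Nodal signalling, went from 3.30 ± 2.32 and 4.85 ± 0.598 CPM to 0.203 ± 0.407 CPM in HFD females and 0 in HFD males (adjusted p = 0.000185), although ND female 4 was at 0 as well and the other 7 ND libraries at 3.35 to 5.56 CPM. Aldh1a3, a retinaldehyde dehydrogenase found in dedifferentiated β cells, fell from 0.795 and 7.27 CPM to 0 and 1.10 CPM (adjusted p = 2.37e-05). Thbs1, Tbx1, Mfap2, Ache and Fhitos were also called, each with 0 counts in all HFD females, the libraries with few genes at low counts. In males none of the 5 passed (adjusted p of at least 0.144), at 0.843, 0.539, 1.57, 1.31 and 1.01 CPM in HFD against 3.06, 1.32, 2.12, 1.68 and 1.43 CPM in ND.

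Among genes for insulin production and granules, 3 of 19 rose and 2 fell over all genes tested, and the same numbers did so when adjusted over the list alone. Nnat, which encodes the imprinted protein neuronatin, rose by 1.30 ± 0.16 (edgeR adjusted p = 7.72e-06, higher in 8 of 8), and Scg5, a chaperone of prohormone convertase PC2, by 0.42 ± 0.07 (adjusted p = 0.000241, above all ND libraries in 6 of 8). Ins1 rose by 0.48 ± 0.12 (adjusted p = 0.0156), a call that limma-trend on log2 FPKM plus 1 did not make, while Ins2 (0.44 ± 0.24, adjusted p = 0.332) did not pass. Vgf, a granule protein precursor, fell by 0.73 ± 0.20 (adjusted p = 0.0219, but up to 0.0534 without ND female 4 or HFD male 2), and the chromogranin gene Chgb, chosen after its value was seen, fell by 0.49 ± 0.14 (adjusted p = 0.0312, up to 0.0652 without ND male 3, HFD male 2 or HFD male 3). Camera gave a rise for the list (adjusted p = 0.0041; 0.366 with an estimated correlation), with a mean of 0.08 and a median of -0.01.

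Of 22 tested genes for glucose sensing and excitability, 2 rose and 1 fell (2 and 3 adjusted over the list alone). The glucagon receptor gene Gcgr rose by 0.44 ± 0.09 (edgeR adjusted p = 0.0034) and G6pc2, a glucose-6-phosphatase of islets, by 0.36 ± 0.09 (adjusted p = 0.0118, above all ND libraries in 7 of 8). The GLP-1 receptor gene Glp1r fell by 0.35 ± 0.08 (adjusted p = 0.00494). None of the 21 tested β-cell transcription factors was called, either over all genes or adjusted over the list alone, and camera gave an adjusted p of 0.867. Mafa stood at -0.33 ± 0.12 (adjusted p = 0.119), Nkx6-1 at -0.08, Pdx1 at 0.04, St18 at 0.10 and Myt1 at -0.01. Slc2a2 and Ucn3 stood at 0.11 and -0.00, and Atf4 at 0.23 (adjusted p = 0.0783 in edgeR; lowest 0.0321 with a library left out, called without ND female 4, HFD female 2 or LPD male 4). In the oxidative stress list, the secreted peroxidase gene Gpx3 rose by 1.10 ± 0.13 (adjusted p = 4.56e-06, 8 of 8) and the thioredoxin reductase gene Txnrd1 fell by 0.31 ± 0.06 (adjusted p = 0.00238, 8 of 8), out of 26. In the ER stress list, the stress sensor gene Ern1 fell by 0.33 ± 0.07 (adjusted p = 0.00387).

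Camera called 7 of 36 lists for HFD against ND, 5 up and 2 down, and none held with an estimated correlation, where the lowest adjusted p was 0.301. Cholesterol synthesis rose (adjusted p = 7.14e-05; 0.366 with an estimated correlation), with 20 of 24 genes above 0. Of these 2 were called, Stard4 (0.39 ± 0.09) among them. Cytosolic ribosomal proteins rose (adjusted p = 0.000282; 0.791 with an estimated correlation), although members went both ways. Of 79 genes 5 rose, such as Rpl35a (0.89 ± 0.18), and 3 fell, Rps2 (-0.77 ± 0.13), Rpl34 (-0.83 ± 0.11) and Rpl23 (-0.36 ± 0.07). Nuclear genes for oxidative phosphorylation rose (adjusted p = 0.000671; 0.653 with an estimated correlation), with 3 of 54 called, Cox6b1 (0.42 ± 0.09) among them. Oxidative stress genes rose as well (adjusted p = 0.0041; 0.366 with an estimated correlation). Acinar markers fell (adjusted p = 0.00188; 0.791 with an estimated correlation). Of 29 genes 6 were called, among them the elastase genes Cela1 (-1.56 ± 0.39), Cela2a (-1.59 ± 0.39) and Cela3b (-1.63 ± 0.38). Stromal markers fell too (adjusted p = 0.0199; 0.301 with an estimated correlation), with 1 of 6 called.

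In total, edgeR called 1384 of 19235 genes for HFD against ND, 322 higher and 1062 lower, and 3677 genes had an unadjusted p under 0.05. The split was closer to even with quality weights (308 higher, 330 lower) and in the additive model (219 and 285). The lower genes had a median level of 0.748 CPM and the higher genes 17.2 CPM. Without HFD female 1 and 4, the libraries with the fewest genes detected, 1990 genes were called, of which 1075 were shared with the 1384 in the same direction. Without HFD female 2 the count was 3239, and without HFD female 3 it was 2087. Fitting log2 FPKM plus 0.1 by limma-trend changes the model and the scaling at once. It shifted the median of all genes by -0.10 here, by -0.155 in females and by 0.144 for the difference between the sexes.

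**Figure D3:**
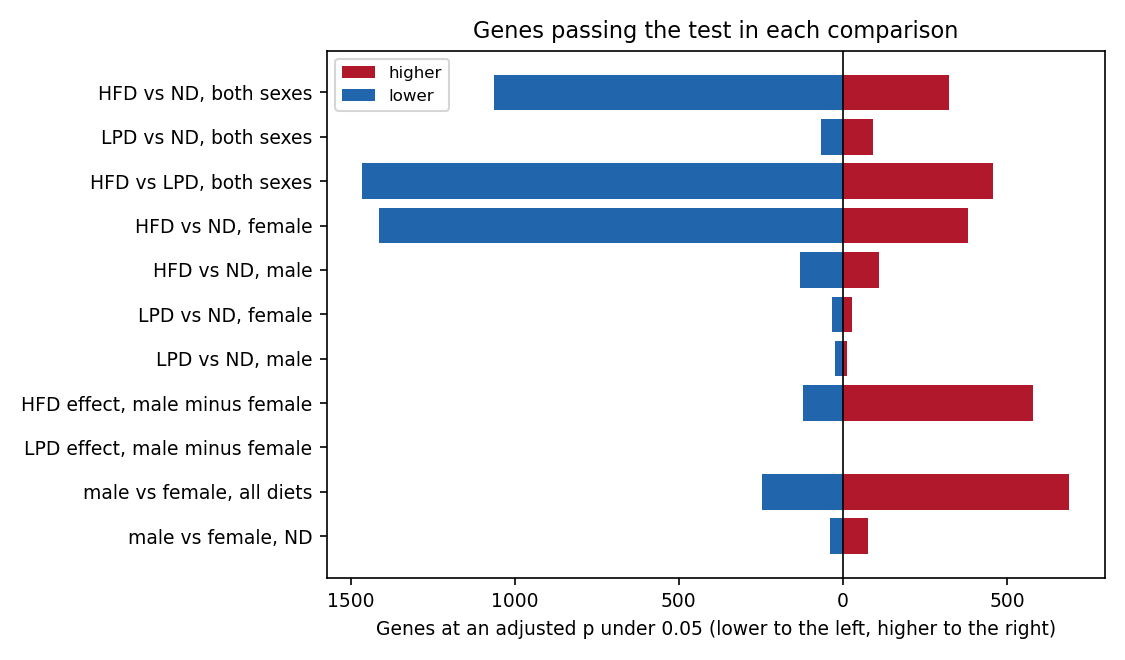
Number of genes called by edgeR at an adjusted p under 0.05 in each comparison, lower genes to the left and higher genes to the right of 0. HFD females against ND females have 1414 lower and 380 higher genes, and the comparisons of LPD with ND have at most 92 in either direction. Fits of the compared libraries alone, not drawn here, called 27 genes for HFD in females and 2485 in males.

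Within females, the liver genes again led the rise under HFD, with Mug1 at least 412-fold, Cps1 403-fold, Mup3 264-fold and Cyp3a11 259-fold above the ND females, in 4 of 4 libraries each. Against the floor of 3 counts, Kcnh5 was 323-fold lower, and Kif2c, a mitotic kinesin, 58.7-fold lower. The HFD female libraries had few genes at low counts, so these folds are not firm lower bounds. Nnat rose by 1.52 ± 0.22 (edgeR adjusted p = 0.000116, 4 of 4). Kcnj5, a potassium channel subunit, rose by 3.07 ± 0.45 (adjusted p = 0.000121). Insulin genes and Mafa did not pass (Ins1 0.45, Ins2 0.30, Mafa -0.14). Camera called 3 lists in females. Insulin production and granule (adjusted p = 0.00212; 0.418 with an estimated correlation) and glucose sensing (adjusted p = 0.0148; 0.418 with an estimated correlation) were up, and acinar markers were down (adjusted p = 0.0107; 0.871 with an estimated correlation). Of 1794 called genes, 1414 were lower and 380 higher, and 4233 had an unadjusted p under 0.05. The count was 4233 without HFD female 2, 2960 without HFD female 3, and 27 when only the 8 female ND and HFD libraries were fitted. The excess of lower genes turned in that fit (19 higher, 8 lower) and with quality weights (79 higher, 15 lower).

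Within males, Serpina3k, Cps1, Serpina1e, Mug1 and Fga were at least 308-fold, 234-fold, 193-fold, 178-fold and 124-fold higher under HFD, and Lefty1 at least 110-fold lower, although the DESeq2 Wald test called none of these 6. Scg5 rose by 0.64 ± 0.09 (edgeR adjusted p = 0.000351, 4 of 4), Nnat by 1.08 ± 0.22 (adjusted p = 0.00856) and Gcgr by 0.62 ± 0.13 (adjusted p = 0.011). Oxidative phosphorylation rose as a list, with 52 of 54 genes above 0 (adjusted p = 2.04e-17; 0.0958 with an estimated correlation), 4 called over all genes and 5 adjusted over the list alone. Ribosomal proteins (3 up and 1 down of 79; 21 and 1 adjusted over the list alone; adjusted p = 6.87e-19, or 0.201 with an estimated correlation) and cholesterol synthesis (3 of 24 up; 7 adjusted over the list alone; adjusted p = 1.69e-08, or 0.0958 with an estimated correlation) rose as well. DNA methylation and chromatin regulators fell (2 of 39; 9 adjusted over the list alone; adjusted p = 0.00132, or 0.0958 with an estimated correlation). Exocytosis genes (3 of 25; adjusted p = 0.000971, or 0.201 with an estimated correlation), β-cell transcription factors (none of 21; adjusted p = 0.0384, or 0.144 with an estimated correlation) and circadian clock genes (1 of 20; adjusted p = 0.00161, or 0.0958 with an estimated correlation) were down as well. Glucose sensing, up in females, was down here (2 up and 2 down of 22; adjusted p = 0.0384, or 0.404 with an estimated correlation). In all, 13 lists were called, 6 up and 7 down, and 241 genes, 111 higher and 130 lower, with 1831 at an unadjusted p under 0.05. The count of genes was 128 without ND male 1, 129 without ND male 2, 109 without ND male 3, 102 without HFD male 2 and 112 without HFD male 3. It was 420 without HFD female 1 and 480 without HFD female 4. Without both of these female libraries it was 812, which included the 241, and fitting only the 8 libraries compared gave 2485, of which 239 were shared. In such fits males had more called genes than females (2485 against 27), the reverse of the main fit.

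Whether HFD acted differently in the sexes was tested directly. Kcnj5 rose in females and not in males (-0.05), a difference of -3.12 ± 0.60 (edgeR adjusted p = 0.00562). Adra2a, the α2A-adrenergic receptor gene, stood at 0.41 in females and -0.25 in males, a difference of -0.66 ± 0.15 (adjusted p = 0.0159). Tpm3-rs7 stood at 3.34 and -0.16 (adjusted p = 0.0123). Fgfr4 and Kif2c had 0 counts in all HFD females and were counted in HFD males. Aldh1a3 missed the threshold (edgeR adjusted p = 0.0516), with the higher effect in males. On log2 FPKM plus 1 it was called in the other direction (-0.81, limma-trend adjusted p = 0.00847). In this test 700 genes were called, 578 with the higher effect in males and 122 in females, and 3013 had an unadjusted p under 0.05. The 578 had a median level of 0.601 CPM, and the HFD female libraries had few genes at low counts. Quality weights turned the split (6 higher in males, 15 in females). The list of ribosomal proteins had 15 of 79 called, all with the higher effect in males (27 adjusted over the list alone; camera adjusted p = 8.49e-08, or 0.556 with an estimated correlation). Oxidative phosphorylation had 9 of 54 (24 adjusted over the list alone; adjusted p = 1.39e-07, or 0.38 with an estimated correlation). Camera called 12 lists, 4 with the higher effect in males and 8 in females. Glucose sensing (1 of 22), chromatin regulators (1 of 39), the integrated stress response (none of 29), β-cell transcription factors (1 of 21), insulin production and granule genes (1 of 19), exocytosis (1 each way of 25), ER stress (none of 27) and immediate early genes (1 of 26) made up the 8, at adjusted p of 0.000132, 0.000978, 0.00288, 0.00576, 0.00576, 0.0144, 0.0378 and 0.00576. With an estimated correlation these were adjusted p = 0.156, 0.131, 0.156, 0.131, 0.425, 0.541, 0.609 and 0.609. Of the genes called within each sex, 44 higher genes were shared by females and males (2.19 expected for unrelated lists) and 40 lower genes (9.56 expected). The count of 700 became 402 without ND female 3, 378, 456, 388 and 462 without ND male 1 to 4, 423 without HFD male 2 and 454 without HFD male 3. It was 2437 without HFD female 2 and 1294 without HFD female 3. Limma-trend on log2 FPKM plus 1 put 66.2% of its 328 calls higher in males, against 82.6% in edgeR.

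The comparison of 8 LPD with 8 ND libraries asked what maternal protein restriction changed. Ddit4l, an inhibitor of mTOR signalling (ENSMUSG00000046818.7, chromosome 3, 137621612 to 137628333), rose by 3.20 ± 0.39 (edgeR adjusted p = 0.000106, above all ND libraries in 7 of 8), from 7.40 ± 2.38 and 6.19 ± 0.175 CPM in ND females and males to 46.0 ± 47.2 and 84.5 ± 43.1 CPM (SD, n = 4). It stood at 75.1 ± 12.2 and 70.0 ± 3.81 CPM in HFD, a rise of 3.42 ± 0.39 over ND (adjusted p = 4.32e-06). Agt, which encodes angiotensinogen (ENSMUSG00000031980.10, chromosome 8, 124556534 to 124569706), rose by 1.01 ± 0.10 (adjusted p = 8.61e-06, 8 of 8), from 33.1 ± 8.83 and 33.5 ± 2.16 CPM to 72.6 ± 5.67 and 61.6 ± 2.54 CPM. Kcnj5 rose by 1.85 ± 0.30 (adjusted p = 0.00228, 7 of 8). Arhgap36 (1.16 ± 0.18) and Dclk1 (1.14 ± 0.23) rose. Lbp, which encodes a lipopolysaccharide-binding protein, fell from 25.2 ± 17.4 and 35.3 ± 17.9 CPM to 0.487 ± 0.387 and 0.182 ± 0.331 CPM (adjusted p = 0.000512), although ND female 4 was at 0.557 CPM and the other 7 ND libraries at 24.1 to 62 CPM. Inpp4b (-0.88 ± 0.14) and Slco1a6 (-0.74 ± 0.15) fell too.

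Heat shock genes fell together under LPD, with 15 of 15 below 0 and 6 called (10 adjusted over the list alone; camera adjusted p = 2.18e-17, or 0.0646 with an estimated correlation). Hspd1 and Hspe1, the mitochondrial chaperonins, fell by 0.56 ± 0.09 and 0.71 ± 0.13 (edgeR adjusted p = 0.000961 and 0.0049; lower in 8 of 8 for each), and Hsp90aa1 by 0.51 ± 0.10 (adjusted p = 0.0146). Genes of the amino acid and integrated stress response fell as well (3 of 29; 4 adjusted over the list alone; camera adjusted p = 0.000122, or 0.0646 with an estimated correlation). Chac1, a glutathione-degrading target of ATF4, was at -1.07 ± 0.20 (adjusted p = 0.00657). ER stress genes fell (3 of 27; 8 adjusted over the list alone; adjusted p = 4.47e-05, or 0.294 with an estimated correlation). Among them were Manf (-0.42 ± 0.09) and Ddit3 (-0.73 ± 0.15, adjusted p = 0.0157 but 0.0510 without LPD male 3). Ribosomal proteins fell (5 of 79; 15 adjusted over the list alone; adjusted p = 4.05e-07, or 0.473 with an estimated correlation), with Rpl23 at -0.52 ± 0.07 and Rpl19 at -0.40 ± 0.07. Oxidative phosphorylation fell as well (1 of 54; 4 adjusted over the list alone; adjusted p = 0.000203, or 0.437 with an estimated correlation), where the called gene was Ndufb10 (-0.53 ± 0.10). This list holds nuclear genes, and the mitochondrially encoded list was called up instead (camera adjusted p = 0.0194 with RLE scaling). Acinar markers were called down in the main fit but not with RLE (camera adjusted p = 0.0673).

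Lists of β-cell function moved up by camera under LPD, mostly through members that did not pass alone. Glucose sensing genes had none called over all genes and 6 up adjusted over the list alone (16 of 22 above 0; adjusted p = 0.000122, or 0.148 with an estimated correlation). Insulin production and granule genes had none called over all genes and 5 up adjusted over the list alone (adjusted p = 0.00186, or 0.264 with an estimated correlation). The prolactin and serotonin list rose (2 of 15; 3 adjusted over the list alone; adjusted p = 4.47e-05, or 0.0646 with an estimated correlation). Replication-dependent histones rose (1 of 54, H2bc14 at 0.93 ± 0.19; 3 adjusted over the list alone; adjusted p = 0.00141, or 0.473 with an estimated correlation). β-cell transcription factors were up as a list (adjusted p = 0.0225; 0.148 with an estimated correlation), while the called member, Pax6, fell by 0.30 ± 0.06 (edgeR adjusted p = 0.0177, up to 0.0515 without ND male 3 or LPD male 3). Mafa stood at 0.46 (adjusted p = 0.0771, lowest 0.00262, called without ND female 4, ND male 4 or LPD male 4). Pdx1 stood at 0.29 (adjusted p = 0.0759, lowest 0.00943, called without ND female 4 or LPD male 4) and Ins1 at 0.44 (adjusted p = 0.0925; 0.0420 without ND female 1). Ins2 (-0.25 ± 0.24, adjusted p = 0.945), Slc2a2 (0.23), Nkx6-1 (0.08), Ucn3 (0.17), St18 (0.13), Myt1 (0.06), Atf4 (-0.11) and Aldh1a3 (-1.29 ± 0.41, adjusted p = 0.18) did not pass.

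EdgeR called 160 genes for LPD against ND, 92 higher and 68 lower, with 1790 at an unadjusted p under 0.05, and camera called 16 lists, 10 up and 6 down. The ratio of Ins2 to Ins1 counts was 0.317, 0.316 and 0.562 in LPD female 1, 2 and 3 and 0.219 in LPD male 4, against 0.941 to 1.16 in the other 20 libraries. Ddit4l stood at 8.2, 11.5, 55.3 and 20.5 CPM in these 4 libraries and at 100 to 115 CPM in the other 4 of LPD. Without these 4 libraries 81 genes were called (35 higher, 46 lower), 42 of them shared with the 160, but that fit holds only 1 LPD female library, which is assumed to vary like the other groups. In it Arhgap36 (1.06 ± 0.24), Dclk1 (1.13 ± 0.32), Lbp (-6.47 ± 1.63), Inpp4b (-0.67 ± 0.17), Slco1a6 (-0.42 ± 0.15), H2bc14 (0.62 ± 0.23), Manf (-0.44 ± 0.13), Rpl19 (-0.37 ± 0.11), Ndufb10 (-0.54 ± 0.15) and Pax6 (-0.35 ± 0.08) were not called (adjusted p of 0.0641 to 0.481). The count was 79, 81 and 288 without ND female 2, 3 and 4, 96, 77 and 77 without ND male 1, 2 and 3, and 97, 76 and 353 without LPD male 1, 3 and 4. It was 83 without LPD female 3, and 288 and 326 without HFD female 1 and 4. It was 696 without both HFD female 1 and 4, which included the 160. Limma-trend on log2 FPKM plus 0.1 gave 76 higher and 84 lower genes.

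**Figure D4:**
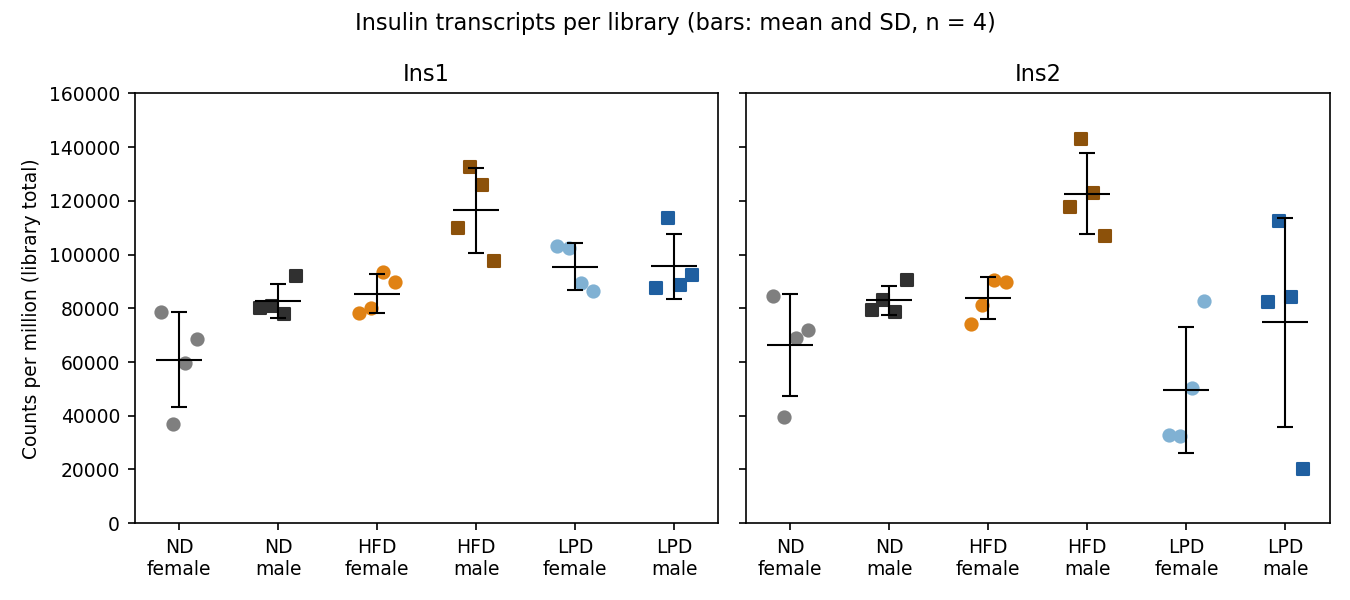
CPM of Ins1 and of Ins2, scaled to each library's own total, for each library by diet and sex, with the mean and SD of each group as bars. Ins2 lies between 20256 and 50372 CPM in LPD female 1, 2 and 3 and LPD male 4, and between 82480 and 112440 CPM in the other 4 LPD libraries.

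Within females, Kcnj5 rose under LPD by 2.60 ± 0.44 (edgeR adjusted p = 0.00556, 4 of 4), and Hspe1 fell by 0.99 ± 0.18 (adjusted p = 0.00966, up to 0.0875 without ND female 3 or LPD female 3). Within males, Ddit4l rose by 3.77 ± 0.56 (adjusted p = 0.00544, 4 of 4), and Speg, a muscle-type kinase, by 1.55 ± 0.26 (adjusted p = 0.00863, up to 0.0661 without ND male 2 or LPD male 3). Heat shock genes fell as a list in females (2 of 15; 4 adjusted over the list alone; camera adjusted p = 1.69e-11, or 0.0837 with an estimated correlation). They fell in males too (none over all genes; 8 adjusted over the list alone; adjusted p = 2.4e-11, or 0.108 with an estimated correlation). Oxidative phosphorylation fell in females (2 of 54; 12 adjusted over the list alone; adjusted p = 5.67e-13, or 0.0973 with an estimated correlation). Cholesterol synthesis rose in males, with 24 of 24 genes above 0 (none over all genes; 2 adjusted over the list alone; adjusted p = 5.49e-08, or 0.108 with an estimated correlation). Acinar markers moved with these lists. They were down in LPD females (27 of 29 below 0, none called; adjusted p = 5.67e-13, or 0.227 with an estimated correlation) and up in LPD males (25 of 29 above 0, none called; adjusted p = 0.000384, or 0.653 with an estimated correlation), and their summed level differed from ND by a log2 of -1.24 and 0.56. The level was uneven within LPD. It was 171, 163, 601 and 894 CPM in LPD female 1, 2 and 3 and LPD male 4, the libraries of low Ins2. The other LPD libraries were at 1164.2 to 1395.5 CPM. LPD female 4 (1164.2 CPM) lay above all ND females (711 to 1156 CPM), so the fall in females did not hold in every library. Camera called 15 lists in females and 9 in males. Both include immediate early genes, up in LPD females and down in LPD males (camera adjusted p = 0.0158 and 0.000667 with RLE scaling).

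EdgeR called 59 genes in females (27 higher, 32 lower; 1458 at an unadjusted p under 0.05) and 36 in males (11 higher, 25 lower; 1081). Both sexes shared 3 higher genes and 1 lower gene, where 0.0154 and 0.0416 were expected for unrelated lists. The female count was 29 with the acinar level as a covariate, 22, 12 and 149 without ND female 2, 3 and 4, and 21, 24 and 25 without LPD female 1, 2 and 3. It was 94 without LPD male 4, and 154 and 158 without HFD female 1 and 4. The male count was 9, 2 and 13 without ND male 1, 2 and 3, and 5, 8, 3 and 177 without LPD male 1, 2, 3 and 4. It was 60 without ND female 4, and 57 and 72 without HFD female 1 and 4.

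The difference of the LPD effect between the sexes was called for 1 gene, Rars, an arginyl-tRNA synthetase (ENSMUSG00000018848.4, chromosome 11, 35808381 to 35834506). It stood at -0.81 in females and 0.09 in males, a difference of 0.90 ± 0.14 (edgeR adjusted p = 0.0255). Txnip (-1.37, adjusted p = 0.121), Klf11 (-0.99), Six4 (-0.81), Irf2bp2 (-0.70) and Atp5j2 (0.87) had the next smallest p among annotated genes and did not pass. At an unadjusted p under 0.05 there were 806 genes, and DESeq2 called 44. No gene was called without ND female 2, 3 or 4, ND male 1, 2 or 3, HFD male 3, LPD male 1, 2 or 3, or LPD female 1, 2 or 3, where the adjusted p of Rars reached 0.137. There were 2, 47 and 6 genes called without ND male 4, LPD male 4 and LPD female 4. Upper quartile scaling called 1 gene higher and 1 lower, and limma-trend on log2 FPKM plus 1 called 3 and 3. Camera called 9 lists, among them acinar markers, with 28 of 29 genes above 0 and none called (adjusted p = 1.15e-20; 0.199 with an estimated correlation), and oxidative phosphorylation (adjusted p = 1.95e-11; 0.199 with an estimated correlation).

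HFD and LPD were also compared directly. Mafa, a transcription factor that drives insulin expression in mature β cells (ENSMUSG00000047591.5, chromosome 15, 75745490 to 75748228), was at -0.79 ± 0.13 in HFD (edgeR adjusted p = 0.000179, lower in 8 of 8). It stood at 1153 ± 60.4 and 785 ± 153 CPM in HFD females and males against 1460 ± 31.9 and 1866 ± 387 CPM in LPD. Nkx2-2 (-0.31 ± 0.07, 8 of 8) and Glp1r (-0.56 ± 0.08, adjusted p = 3.42e-05) were also lower in HFD. Exocytosis genes were lower (7 of 25; 10 adjusted over the list alone; camera adjusted p = 0.0092, or 0.297 with an estimated correlation). They included Cplx2 (-0.54 ± 0.06, adjusted p = 4.31e-07, 8 of 8), Exph5 (-0.45 ± 0.07) and Syt7 (-0.35 ± 0.07), which act in granule docking and fusion. Chromatin regulators were lower (10 of 39; 14 adjusted over the list alone; adjusted p = 0.0339, or 0.242 with an estimated correlation). Among them were the remodeller genes Chd4 (-0.46 ± 0.06, 8 of 8) and Smarca4 (-0.41 ± 0.07). As a list, chromatin regulators were not called with RLE, upper quartile or log2 FPKM plus 0.1 (camera adjusted p = 0.101, 0.0634 and 0.205). They stayed called on log2 FPKM plus 1 (0.0494). In the prolactin and serotonin list, 4 of 15 were lower (5 adjusted over the list alone; adjusted p = 0.0218, or 0.242 with an estimated correlation), with Ivd at -0.82 ± 0.07 (adjusted p = 6.52e-08, 8 of 8). Of 21 β-cell transcription factors 4 were lower and none higher, although the list was not called (adjusted p = 0.207).

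Genes higher in HFD than in LPD again began with the liver, with Alb at 8.52 ± 0.37 (edgeR adjusted p = 2.84e-14) and Serpina3k, Cps1, Mug1, Fgb and Ahsg at least 755-fold, 635-fold, 587-fold, 273-fold and 222-fold higher. Heat shock genes were higher (6 of 15; 9 adjusted over the list alone; camera adjusted p = 8e-09, or 0.187 with an estimated correlation), with Hsph1 at 0.64 ± 0.14 and Hspd1 at 0.33 ± 0.09. The integrated stress response list was higher (5 up and 1 down of 29; adjusted p = 0.000569, or 0.187 with an estimated correlation). Chac1 was at 1.59 ± 0.20 (adjusted p = 1.31e-05) and Atf4, the central factor of this response, at 0.34 ± 0.08 (adjusted p = 0.00563). ER stress genes were higher (4 of 27; adjusted p = 0.000397, or 0.327 with an estimated correlation), with Creld2 at 0.63 ± 0.11. Ribosomal proteins (12 up and 3 down of 79; adjusted p = 1.48e-14, or 0.296 with an estimated correlation) and oxidative phosphorylation (9 of 54 up; adjusted p = 1.95e-10, or 0.187 with an estimated correlation) were higher. Scg5 (0.54 ± 0.07), Gpx3 (0.75 ± 0.13, 8 of 8) and the imprinted gene Nnat (0.78 ± 0.15) were higher. Imprinted genes were called up by camera with a median of -0.01 and a mean of 0.01 (adjusted p = 0.0416, or 0.187 with an estimated correlation). Oxidative stress genes were called up with a median of -0.03 and a mean of 0.11 (adjusted p = 0.0416, or 0.423 with an estimated correlation). Kcnh5, Lefty1, Thbs1, Tbx1 and Aldh1a3 were lower, the last not by limma-trend on log2 FPKM plus 1. Ins2 was at 0.70 ± 0.24 (adjusted p = 0.0668; lowest 0.0168, called without LPD male 2 or LPD female 4). Ins1 (0.04), Nkx6-1 (-0.16), Ucn3 (-0.18), Slc2a2 (-0.12), Myt1 (-0.07) and St18 (-0.03) did not pass.

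Cell cycle, cholesterol synthesis and delta cell lists were also called up in HFD against LPD, and endothelial and stromal lists down, at adjusted p of 0.0339, 0.0367, 0.0474, 0.0244 and 0.0453 by camera. With an estimated correlation these were adjusted p = 0.423, 0.464, 0.242, 0.187 and 0.187. The delta cell list was not called under RLE, upper quartile or either FPKM scaling (camera adjusted p = 0.0576 to 0.0673). EdgeR called 1921 genes, 457 higher and 1464 lower in HFD, with 4323 at an unadjusted p under 0.05, and camera called 15 lists. Without HFD female 1 and 4 the count was 3018, with 1569 shared, and without the 4 LPD libraries of low Ins2 it was 701, with 600 shared. It was 3663 without HFD female 2, and 9 lists were called without HFD female 2 or without HFD female 3.

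Sex was compared over all 3 diets, with 12 male and 12 female libraries. Xist, the RNA that silences an X chromosome (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254), was lower in males by a log2 of -8.88 ± 0.26 (edgeR adjusted p = 1.52e-18, 12 of 12). The Y-linked genes Ddx3y (7.17 ± 0.45), Kdm5d (6.92 ± 0.41), Uty (6.77 ± 0.53) and Eif2s3y were higher in 12 of 12. Pappa2, a protease that frees IGF from its binding proteins (ENSMUSG00000073530.11, chromosome 1, 158711727 to 158980490), was higher in males by 2.11 ± 0.12 (adjusted p = 5.49e-12, 12 of 12). It stood at 654 ± 96.6, 221 ± 46.9 and 527 ± 55.3 CPM in ND, HFD and LPD males against 95.5 ± 26.1, 71.4 ± 18.1 and 140 ± 38 CPM in females (SD, n = 4). Aldh1a3 was higher in males (adjusted p = 4.86e-06). Dnah8, a dynein heavy chain (-3.30 ± 0.25, 12 of 12), Fmo1, a flavin monooxygenase (-1.82 ± 0.20), and Myo3a (-1.39 ± 0.17, 12 of 12) were lower in males.

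Camera called 15 lists by sex, of which 6 held with an estimated correlation. Among those, X-linked genes that escape inactivation were lower in males (4 of 8, with Kdm6a at -0.81 ± 0.06; adjusted p = 9.27e-06 with an estimated correlation). So was the prolactin and serotonin list (7 of 15; adjusted p = 0.000726 with an estimated correlation), with the prolactin targets Matn2 (-0.88 ± 0.09), Cish (-0.91 ± 0.19), Socs2 (-0.54 ± 0.08) and Ivd (-0.39 ± 0.06). Chromatin regulators were lower in males (3 of 39; adjusted p = 0.00164 with an estimated correlation). The integrated stress response list was higher in males (7 of 29; 16 adjusted over the list alone; adjusted p = 0.00168 with an estimated correlation), with Chac1 at 1.09 ± 0.16 and Mthfd2 at 0.50 ± 0.07. Alpha cell markers were higher too (3 up and 1 down of 12; adjusted p = 0.0113 with an estimated correlation), with Ttr at 0.97 ± 0.08 and Gc at 1.52 ± 0.17. The glucagon gene Gcg of this list did not follow sex in every diet. It averaged 496, 670 and 695 CPM of the library total in ND, HFD and LPD females. In males of the same diets it averaged 633, 580 and 727 CPM. The list of Xist and Y-linked genes held too (adjusted p = 0.0118 with an estimated correlation).

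The other called lists did not hold. Ribosomal proteins were higher in males for 40 of 79 genes (64 adjusted over the list alone; camera adjusted p = 2.48e-27, or 0.097 with an estimated correlation), such as Rpl26 (0.83 ± 0.14). Insulin production and granule genes were higher for 7 and lower for 2 of 19 (adjusted p = 5.09e-06, or 0.0692 with an estimated correlation), with Pam (0.45 ± 0.05) and Cpe (0.37 ± 0.05), which process prohormones, among the higher. Glucose sensing genes were lower for 4 of 22 (adjusted p = 0.000105, or 0.0978 with an estimated correlation), with the incretin receptor genes Gipr (-0.32 ± 0.06) and Glp1r (-0.37 ± 0.06) and the cation channel gene Trpm5 (-0.56 ± 0.07). Histones (8 of 54), acinar markers (2 of 29), oxidative phosphorylation (7 of 54) and ER stress genes (5 of 27, with Creld2 at 0.46 ± 0.09) were higher, at adjusted p = 0.167, 0.298, 0.252 and 0.427 with an estimated correlation. Immediate early genes (1 of 26, Arc at -0.74 ± 0.12) and cholesterol synthesis (1 of 24) were lower, at adjusted p = 0.354 and 0.259 with an estimated correlation. Of 937 genes called by edgeR, 690 were higher and 247 lower in males, with 3056 at an unadjusted p under 0.05. Among called genes with a mean of at least 1 CPM, 398 were higher and 239 lower. Of these, 322 and 225 moved the same way under all diets. The HFD female libraries, part of the female side, had few genes at low counts. The count of 937 became 2195 without HFD female 2. On FPKM the split turned, and limma-trend called 292 higher and 953 lower with 1 added, and 412 higher and 976 lower with 0.1 added.

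Under ND alone, Xist (-9.08 ± 0.46), Dnah8 (-3.06 ± 0.43), Fmo1 (-1.91 ± 0.35) and Trpm5 (-0.71 ± 0.12) were lower and Pam (0.63 ± 0.10) and the 4 Y-linked genes higher in 4 of 4 males (edgeR adjusted p of at most 0.00459). Cpe was higher by 0.50 ± 0.09 (adjusted p = 0.00313), a call that limma-trend on log2 FPKM plus 1 did not make, and Aldh1a3 by 3.18 ± 0.61 (adjusted p = 0.0103, or 0.0705 without ND female 3). Camera called 12 lists and 7 held with an estimated correlation, among them the integrated stress response (2 of 29 up; 8 adjusted over the list alone; adjusted p = 0.000109 with an estimated correlation) and insulin production and granule genes (3 of 19 up; 8 up and 1 down adjusted over the list alone; adjusted p = 0.00211 with an estimated correlation). Of 115 called genes 75 were higher and 40 lower, with 1095 at an unadjusted p under 0.05. Limma-trend gave 42 higher and 80 lower on log2 FPKM plus 1, and 36 and 76 with 0.1 added. The count was 67 and 63 without ND female 2 and 3, and 60, 70, 64 and 75 without ND male 1 to 4. It was 173 without HFD female 1 and also without HFD female 4.

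Whether HFD and LPD moved the same genes was asked across the 19235 tested genes, which are not independent replicates. The correlation of the log2 fold changes was 0.20, and 59.3% of genes had the same sign. Both effects are measured against the same 8 ND libraries, and 20 simulations with unchanged groups gave 0.493 (0.462 to 0.520) and 66.7%. The covariance was 0.0802, below the simulated 0.0967 (0.0898 to 0.104). The simulations drew all groups with a dispersion that takes in the spread among HFD females. They can therefore overstate the part due to the shared ND libraries, and the values over all libraries do not show whether the diets moved genes together. With the ND libraries split between the diets, 3 splits gave correlations of 0.126, 0.132 and 0.117, where the highest simulated value was 0.0425. The simulations drew each gene independently, so their range can be too narrow for genes that vary together. Values above it therefore do not show that the diets moved genes together. Both diets called 17 genes higher (1.54 expected for unrelated lists with no shared controls) and 19 lower (3.75 expected), Ddit4l and Kcnj5 among the higher. Under HFD, Kcnj5 rose in females (3.07) and not in males (-0.05).

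Markers of other cell types were compared as summed levels. Stromal markers were lower in HFD, at 12.5 ± 5.74 CPM (SD, n = 8), than in ND, at 28.5 ± 9.11 CPM (log2 -1.29, at -1.87 in females and -0.70 in males; exact permutation p = 0.000816, adjusted p = 0.0122), and than in LPD, at 29.6 ± 8.31 CPM (log2 -1.36, at -1.92 and -0.80; exact permutation p = 0.000408, the smallest these permutations can give, adjusted p = 0.0122). The HFD females are the libraries with few genes at low counts, and Pdgfrb of this list had 0 counts in all 4. Acinar markers were at 510 ± 176 CPM in HFD and 882 ± 252 CPM in ND (exact permutation p = 0.0147, adjusted p = 0.147), and Schwann cell and neuron markers at 169 ± 17.8 CPM in LPD and 148 ± 9.10 CPM in ND (exact permutation p = 0.0216, adjusted p = 0.162). Of the 30 tests, 2 were called, and 1 without any of ND female 1, 2, 3 or 4.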

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

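The tests of explanations in this part were chosen after the results were seen, while the test of the difference between the sexes and the search for outlying libraries were planned.

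Transcripts of hepatocytes appeared in all 8 HFD libraries: over the 42 list genes under 1 CPM in ND, summed counts were at least 2330 in each HFD library and at most 176 in any other, and 38 of the 42 were higher in every HFD male library, and 18 in every HFD library of either sex, than in any ND or LPD library. Hepatocytes of each animal's own liver would bring male-specific liver genes to the males, but the share of hepatocyte counts in these genes was 1.80% in HFD females and 2.60% in HFD males, a ratio of 0.691, which argues against them, and the sort for Apple would also remove hepatocytes. Reads of a liver library assigned to the HFD female libraries on the sequencer would keep the genes in proportion. Over 41 genes and 4 libraries there were 34 counts of 0 (17 and 13 of them in HFD female 1 and 4). Counting error alone gives 0.033 by the profile of HFD males and 3.95 by that of the other HFD females. For HFD females this argues against a single such library as the whole source. Each HFD male library had 0 of these genes at 0 counts. Counting error by the profile of the other HFD males gives 0.0116 to 0.0549 per library. For HFD males such reads therefore stay open. Hepatocyte genes active in β cells of HFD offspring cannot be told apart from liver RNA entering all HFD samples in handling, because diet and handling are not separated by the labels. That 8 of 8 HFD libraries lay above all others restates the pattern and favours neither.

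In HFD females, genes of low expression were missing: of 1414 genes lower than in ND females, 727 had 0 counts in all 4 HFD female libraries, and 1230 of the 1414 were counted in all HFD males. Fewer distinct molecules in these libraries may account for the losses under 10 CPM, in line with at most 8.18% of detected genes at 1 to 9 counts, where the lowest other library had 13.2%. For genes of at least 100 CPM in ND females, where 129 of the called genes were lower and 26 higher (83.2% lower), this stays open, since the share was 69.1%, 75.8% and 62.8% with RLE, upper quartile and FPKM scaling, and quality weights and a fit of the compared libraries called 6 and 3 genes. Depth is excluded as the source, since thinning all libraries to the smallest total left 1363 lower genes. An effect of the diet in females cannot be told apart from a loss of molecules, as the median log2 fold change of the same 1414 genes was -0.0857 in males and all 4 HFD female libraries share the feature.

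Ins2 was low in LPD female 1, 2 and 3 and LPD male 4, at 20256 to 50372 CPM against 82480 to 112440 CPM in the other 4 LPD libraries. Reads shared with the paralog Ins1 would leave the sum of both genes in place, but their share of counts was 11.3% to 14% in these libraries and 16.9% to 22.6% in the other LPD libraries, which argues against such sharing. Cells of other types in the sort would lower Ins1 as well, but Ins1 was at 89595 to 103320 CPM in these libraries and at 86634 to 113700 CPM in the others, which argues against them. An effect of the maternal diet on Ins2 cannot be told apart from differences between animals or preparations, since the fold change over all 8 LPD libraries was -0.25 and the 4 libraries are part of a single diet.

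Among 180 sets of 4 libraries examined for a library far from its group, 16 had one, where chance gives about 5%, and 15 of these are reported here. The percentage of detected genes at 1 to 9 counts was high in HFD female 2 (8.18%) and LPD female 2 (27.4%). The ratio of Ins2 to Ins1 was low in LPD male 4 (0.219), and the share of counts in Ins1 and Ins2 was high in LPD female 4 (16.9%). Delta cell markers were low in ND male 4 (579 CPM) and high in LPD male 4 (736 CPM), PP cell and acinar markers stood apart in ND male 4 (298 and 401 CPM), and stromal markers in LPD male 2 (17.6 CPM). Immune markers stood apart in ND female 4 (46.3 CPM), and Schwann cell and neuron markers in LPD male 4 (136 CPM). After TMM scaling, Ins1 stood apart in ND male 4 (101100 CPM), and Pdx1 was low in HFD female 4 (264 CPM) and LPD male 4 (293 CPM), as was Slc2a2 in LPD female 4 (1223 CPM).

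The test of the difference in edgeR called 700 genes for the effect of HFD between the sexes. Of these, 578 had the higher effect in males, at a median level of 0.601 CPM, where the HFD female libraries lacked genes. With a CPM of at least 1 the count was 356, and quality weights turned the split. The effect was lower in males for the potassium channel genes Kcnj5 (-3.12), Kcnn1 (-2.19) and Kcnq3 (-2.62), for Adra2a (-0.66), Ptprn (-0.62) and Tpm3-rs7 (-3.50), and for the predicted gene Gm15564 (-4.53). Of these, Kcnn1 was lost without HFD male 2 (adjusted p = 0.0509), Gm15564 without ND female 3 or HFD male 2 or 3 (up to 0.0544), and Kcnq3 without ND female 1 or 3, ND male 1, 2 or 3, HFD female 1 or any HFD male (up to 0.0651). Ptprn was lost in 19 of the 24 fits that left out 1 library, and stayed called only without ND female 4, HFD female 1, 2 or 3, or LPD male 4 (adjusted p up to 0.117). In HFD females Fgfr4, Kif2c, Gm25776, B930018H19Rik and Gm47092 had 0 counts. Against the floor of 3 counts they were 30.5-fold, 58.7-fold, 36.1-fold, 33.2-fold and 42.0-fold lower than in ND females. The HFD female libraries had few genes at low counts, so these folds are not firm lower bounds. For LPD the difference between the sexes was called for 1 gene, Rars (0.90), and for none in 13 of the 24 fits that left out 1 library.

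Regroupings of the samples asked whether other groupings of the same libraries gave as many genes. They treat the libraries as exchangeable, so they cannot separate diet from litter or dam, which the labels do not name. Each regrouping was fitted with a dispersion shared by all groups, as in the main fit. Among 100 groupings, only the real one (1 of 100) gave as many genes for HFD against ND (1384; highest other 406), LPD against ND (160; 12), HFD against LPD (1921; 510), males against females (937; 166) and the difference of the HFD effect between the sexes (700; 585). Within a sex, 1 of 35 groupings gave as many genes, the smallest share that 35 groupings can give. This held for HFD (1794 in females, highest other 147, and 241 in males, highest other 0). It also held for LPD (59 in females, highest other 11, and 36 in males, highest other 13) and sex under ND (115, highest other 0). Such a count can still depend on the fit, since the 1794 became 27 on the compared libraries alone. For the difference of the LPD effect between the sexes, 8 of 100 groupings gave as many genes (1 gene, median of the others 0). The highest of the other groupings called 74 genes, many times the real count, which points to a structure of the samples that was not tested. For the lists called by camera, 1 of 100 groupings gave as many for HFD against LPD (15, highest other 12, median 5). For HFD against ND, 32 of 100 did (7, highest other 12, median 5). It was 5 of 100 for LPD against ND (16, highest other 17, median 10) and 5 of 100 for sex (15, highest other 15, median 8). Since other groupings commonly called lists, a small adjusted p of camera at the preset correlation is weak evidence by itself. The correlation of the HFD and LPD effects, 0.20, was reached in 99 of 100 groupings (highest other 0.822).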

How the results depend on the processing

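The alternatives that left out HFD female 1 and 4, left out the 4 LPD libraries of low Ins2, weighted libraries by quality, used diets by library number or thinned the libraries were chosen after seeing the data, and all other alternatives were planned. Where a count below changed by more than 1.5 times, the cause was not tested, unless fewer genes, fewer libraries or a changed threshold gives it by construction. Counts by library number also change by construction, since the numbers only rename the diets of the same groups. A count does not say which genes were called. Both the RLE scaling and thinning moved none of the 11 counts of called genes by over 1.5 times, except that thinning left 0 for the difference of the LPD effect between the sexes, and all lists called by camera kept their direction under RLE, upper quartile and both FPKM scalings. Some of these lists lost their call. With RLE, camera gave an adjusted p of 0.101 for chromatin regulators (HFD against LPD) and 0.0511 for β-cell transcription factors (LPD against ND). On log2 FPKM plus 1 it gave 0.177 for stromal markers (HFD against ND). Of 594 values for named genes, 329 were called, and alternatives for single genes were RLE, DESeq2, the replicate block, log2 FPKM plus 1, both sets of left-out libraries and each library left out. Across these, 179 of the called values kept call and direction, and 0 changed direction. The DESeq2 Wald test left 502 of the 594 as they were, made 77 new calls and lost 15, log2 FPKM plus 1 lost 55, and leaving out the 4 LPD libraries lost 95 and left 429 as they were. The value that reversed was Aldh1a3 for the difference of the HFD effect between the sexes. It stood at 4.33 in edgeR (not called), a fitted value over HFD females at 0 counts. On log2 FPKM plus 1 it was -0.81 and called (limma-trend adjusted p = 0.00847). Calls rest on 4 libraries a group, and genes under 0.241 CPM are below 3 counts in the smallest library.

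The main count of each comparison stands in brackets below. For HFD against ND (1384), the count was 567 at an adjusted p under 0.01, 855 with a CPM of at least 1, 3283 with surrogate variables, 2452 with voom, 504 in the additive model and 638 with quality weights. It was 1062 to 3239 with each library left out. For LPD against ND (160), it was 320 and 49 at thresholds of 0.1 and 0.01, 65 with an absolute log2 fold change of at least 0.5, 1630 with surrogate variables, 460 with DESeq2, 298 with voom, 104 in the additive model and 917 on the compared libraries alone. It was 696 without HFD female 1 and 4, 81 without the 4 LPD libraries, 3884 with quality weights and 1384 by library number. It was 76 to 353 with each library left out. For HFD against LPD (1921), it was 832 at 0.01, 1109 with the fold change minimum, 6838 with surrogate variables, 995 in the additive model, 933 on the compared libraries, 3018 without HFD female 1 and 4, 701 without the 4 LPD libraries and 160 by library number. It was 1486 to 3663 with each library left out.

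For HFD in females (1794), the count was 758 at 0.01, 965 with a CPM of at least 1, 4058 with surrogate variables, 4189 with voom, 3223 on log2 FPKM plus 0.1, 27 on the compared libraries and 94 with quality weights. It was 1276 to 4233 with each library left out. For HFD in males (241), it was 440 and 102 at 0.1 and 0.01, 1312 with surrogate variables, 597 with DESeq2, 2485 on the compared libraries, 812 without HFD female 1 and 4, 4202 with quality weights and 464 by library number. It was 102 to 480 with each library left out. For LPD in females (59), it was 143 and 20 at 0.1 and 0.01, 29 with the acinar covariate, 793 with surrogate variables, 355 with DESeq2, 154 with voom and 242 on the compared libraries. It was 355 without HFD female 1 and 4, 11 without the 4 LPD libraries (where 1 LPD female remains and is assumed to vary like the other groups), 1451 with quality weights and 1794 by library number. It was 12 to 158 with each library left out. For LPD in males (36), it was 71 and 8 at 0.1 and 0.01, 72 with no filter, 666 with surrogate variables, 153 with DESeq2, 65 with voom and 149 on the compared libraries. It was 215 without HFD female 1 and 4, 123 without the 4 LPD libraries, 3953 with quality weights and 241 by library number. It was 2 to 177 with each library left out.

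For the difference of the HFD effect between the sexes (700), the count was 1199 and 144 at 0.1 and 0.01, 376 with no filter, 356 with a CPM of at least 1, 4102 with surrogate variables, 1161 with DESeq2, 1197 with voom, 328 on log2 FPKM plus 1 and 21 with quality weights. It was 378 to 2437 with each library left out. For the difference of the LPD effect (1), it was 0 at 0.01, 2 with the upper quartile, 10 with no filter, 2 with the acinar covariate, 170 with surrogate variables, 44 with DESeq2, 8 with voom, 6 on log2 FPKM plus 1 and 23 on the compared libraries. It was 15 without HFD female 1 and 4, 12 without the 4 LPD libraries, 1129 with quality weights, 700 by library number and 0 when thinned. It was 0 to 47 with each library left out. For males against females (937), it was 1410 and 358 at 0.1 and 0.01, 534 with the fold change minimum, 514 with the acinar covariate, 4437 with surrogate variables, 386 in the additive model, 1516 without HFD female 1 and 4 and 231 without the 4 LPD libraries. It was 723 to 2195 with each library left out, and 884 without genes on X and Y. For males against females under ND (115), it was 52 at 0.01, 525 with surrogate variables, 288 with DESeq2, 175 with voom, 588 on the compared libraries, 304 without HFD female 1 and 4, 1585 with quality weights and 1907 by library number. It was 60 to 173 with each library left out.

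A replicate block, as if libraries with the same number were paired, gave 1244, 130 and 1674 genes for HFD against ND, LPD against ND and HFD against LPD, 1684 and 205 for HFD in females and males, 58 and 28 for LPD, 510 and 0 for the differences between the sexes, and 787 and 105 for sex over all diets and under ND. The loss of Rars is the 1 change among these beyond 1.5 times. Of the lists called by camera, an estimated correlation left 0 of 7 for HFD against ND, 0 of 16 for LPD against ND, 0 of 15 for HFD against LPD and 6 of 15 for sex. Fry called 5, 4, 11 and 20 of all 36 lists in the same order. With each library left out, 9 to 15 lists were called for HFD against LPD, and 1 to 3 marker comparisons. With the ND libraries split, the correlation of the diet effects (0.126, 0.132 and 0.117) exceeded its simulated values, which it did not over all libraries. The simulated genes did not vary together, so this does not show shared effects of the diets.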

Other observations

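The test of summed marker levels and the list tests in this part were planned, and the naming of single genes and the comparison of column labels were chosen after the values were seen.

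Genes of the circadian clock were lower under HFD over both sexes. Of 20 tested clock genes, 6 fell and none rose against ND (6 lower and 1 higher adjusted over the list alone), and all 6 encode factors of the accessory loops of the clock. Bhlhe41 fell by 0.53 ± 0.07 (edgeR adjusted p = 1.55e-05; lower in 8 of 8 HFD libraries), Nr1d1 by 0.77 ± 0.17 (adjusted p = 0.0043; 8 of 8), Nr1d2 by 0.92 ± 0.14 (adjusted p = 0.00012; 5 of 8), Dbp by 0.77 ± 0.18 (adjusted p = 0.00935; 7 of 8) and Tef by 0.53 ± 0.11 (adjusted p = 0.00264; 6 of 8). Each of these 5 stayed called with any library left out and without HFD female 1 and 4, and Rora (-0.28 ± 0.07, adjusted p = 0.0192) was lost without ND female 2 (0.0529). Fry gave an adjusted p of 0.000812 for the list, while camera, which compares it with other genes, gave 0.0969. Against LPD the list also had 6 lower genes and none higher (fry adjusted p = 0.00207, camera 0.132), and for LPD against ND edgeR called none of the list (camera adjusted p = 0.747). The hour of tissue collection is not given in the sources used here.

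Some lists were called in none of the diet comparisons over both sexes. For HFD against ND, camera gave adjusted p of 0.80 for dedifferentiation and disallowed genes (1 higher and 1 lower of 15), 0.178 for fatty acid oxidation (1 and 1 of 24), 0.552 for the interferon response (0 and 3 of 27) and 0.839 for steroid receptors (0 and 0 of 10). Summed levels of ductal markers were 306 ± 15.2 CPM in ND, 321 ± 36.0 CPM in HFD and 322 ± 28.7 CPM in LPD (SD, n = 8), and those of immune markers 36.9 ± 3.89, 45.1 ± 12.1 and 38.4 ± 9.48 CPM, with no test called by exact permutation. Red blood cell markers stood at 7.89 ± 1.64, 11.6 ± 7.27 and 7.41 ± 1.84 CPM in the same order, also with no call by exact permutation.

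By column name, Xist was at 667 CPM or more in every female library and at 5.05 CPM or less in every male library, and Y-linked genes at 137 CPM or more in every male library. ND female 2 held the most Y-linked signal of any female library, 211 counts or 10.5 CPM, and the next female library held 47 counts. If the library numbers were followed instead, the columns named HFD, LPD and ND would hold ND, HFD and LPD. HFD against ND by number is then HFD against LPD by column name with the sign turned. It called 1921 genes (1464 higher, 457 lower), of which 1 was shared in the same direction with HFD against ND by column name. This follows from the renaming and does not show which labels are right. By number the 8 columns named ND would also be of the other sex, and their Xist and Y-linked levels argue against the numbers there.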
